A study of Mus musculus with 16 samples.

How the data were processed

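Polyadenylated RNA was sequenced from BetaTC6 cells, a mouse pancreatic β-cell line that comes from an insulinoma. Per the labels' protocols, a wild-type line and a line labelled P2ry1 knockout were grown for 3 days, kept in buffer without glucose, and then given 20 mM glucose with ivermectin or with DMSO, the vehicle, for 30 min. P2ry1 encodes a purinergic receptor, and ivermectin is an antiparasitic drug. Per the labels' protocols, each library was made from 125 ng of RNA with poly(A) selection, a strand-keeping kit and 11 cycles of amplification, and read from both ends for 42 nucleotides on an Illumina NextSeq instrument. The 16 libraries fell into 4 groups of 4: wild-type vehicle, wild-type ivermectin, knockout vehicle and knockout ivermectin.

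The expected counts used for every main result came from gene-level output of the program RSEM, per the file headers, with RefSeq transcripts and 1 table per library. Neither the headers nor the labels of the mouse libraries name an aligner, a genome build or a filter, so no coordinates are given and genes carry the symbols of the files. The authors also deposited a table of whole-number counts, and every value of it equalled the expected count rounded down. The normalized signal table that the authors deposited equalled those counts divided by 1 DESeq2 size factor per library, with a largest relative difference of 2.22e-16 from recomputed factors. RSEM's transcript lengths, per the file headers, served only for length checks. Single-cell files of human islet donors from another study were not used for any value.

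The tables listed 23329 genes, and expected counts were rounded to whole numbers. Library totals ranged from 893288 to 2013475 counts, a 2.25-fold range, with the 4 lowest totals in the wild-type vehicle group. At these totals a count of 0 allowed up to 1.49 to 3.36 CPM (counts scaled to a common library total), taking 3 counts as the limit. Intervals and such limits cover counting error only, since reads amplified without molecular identifiers are not independent molecules. Every pair of replicates differed by more than counting noise, with a chi-squared value per degree of freedom of 1.17 to 7.4.

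Genes were kept with edgeR's filterByExpr at its default settings, a minimum count of 10 and a minimum total of 15, which left 10822 genes. Differences were tested with edgeR 4.0.16 in R 4.3.3: TMM factors, a quasi-likelihood F test (glmQLFit, glmQLFTest), 1 mean per group over all 16 libraries, and Benjamini-Hochberg adjustment over the tested genes with a threshold of 0.05. Standard errors on the log2 scale were taken from the fold change and its F statistic. The comparisons were ivermectin against vehicle in each line, the knockout line against wild type in each treatment, and the interaction of genotype and treatment. The pair of ivermectin comparisons shared no library, nor did the pair of knockout comparisons. CPM values are scaled with TMM factors, except that Lars2, tissue lists and their members under the other observations, the numbers of hepatocyte-list genes at 10 or 50 CPM or more and the limits for a count of 0 are scaled by the total counts of a library alone. Alb in wild-type vehicle libraries is thus at 579 CPM with TMM factors and at 581 CPM without.

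Lists of immediate-early genes, β-cell genes and circadian clock genes were tested with fry of limma 3.58.1 on log2 CPM with a prior count of 2, two-sided and directional, adjusted over 9 tests. Those lists, the comparisons, the tests and most alternatives were set before the data were examined. Per1 is in both the immediate-early and the clock list. Genes are named by a rule set at the same time: P2ry1; the 4 largest rises and the 4 largest falls past the threshold with an average log2 CPM of at least 1 and no overlap between the groups; for the interaction, the 4 smallest adjusted p-values; list members past the threshold; and purinergic receptors with an average log2 CPM over 0. Not every gene that the rule gives is named. Any other gene named was chosen after its values were seen.

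The alternatives set beforehand were DESeq2 1.42.0, relative log expression factors, the deposited size factors, no low-count filter, a mean of at least 50 counts, only the 8 libraries compared, a replicate block, the deposited count table, an effective length offset, a 1.5-fold threshold, camera in place of fry with a preset inter-gene correlation of 0.01 or an estimated one, and leaving out each library in turn. Further alternatives were added after seeing the data: Alb as a covariate, a hepatocyte gene list left out, Rn45s and Lars2 left out, thinning of every library to the smallest total, whole reads recovered from the normalized table, and an offset for GC content and length. Lists of hepatocyte, skeletal muscle and 10 other tissues' genes, and of transcripts without a poly(A) tail, were also chosen after the calls were seen.

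The RefSeq gene table of assembly GRCm38.p6 was used only for the chromosome, the order and the other symbols of genes, and 99.5% of the tested genes matched it. GC content was that of the longest GENCODE transcript of a gene, and was found for 99.3% of the tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

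The fits were tested on simulated data drawn from the means and totals of the real libraries for 10822 genes, 200 of them changed. The edgeR test called 85% of the changed genes and 93.3% of those changed at least 2-fold, and 4.49% of its calls were genes that had not been changed. In a comparison with no change it made 3 calls. For the interaction it called 70% of the changed genes. DESeq2 called 80%, with 2.44% of its calls unchanged. The limma fry test gave 1.32e-08 for a raised list and 0.178 for an unchanged one. The chromosome test, run on 10770 genes, called any chromosome in 8 of 200 shuffles without a shift, and found a simulated log2 shift of 0.1 in 200 of 200.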

Results

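Transcript counts were collected from 16 libraries of BetaTC6 cells, a mouse β-cell line, with 4 libraries in each combination of genotype label and treatment. The design asks what ivermectin does to mRNA levels in β-cells given 20 mM glucose for 30 min, and whether the purinergic receptor gene P2ry1 matters for that response. The wild-type vehicle libraries held 893288, 1015051, 930265 and 1065003 counts. The wild-type ivermectin libraries held 1971541, 1816957, 1505866 and 1361370. Totals of the knockout vehicle libraries were 1744346, 1977138, 2013475 and 1915769, and those of the knockout ivermectin libraries were 1886390, 1764212, 1575353 and 1582453. In a principal component analysis of log2 CPM, the first component held 37.8% of the variance and separated the genotype labels, and the second held 8.7%. The insulin gene Ins2 took 2.05% ± 0.143 of the counts in wild-type vehicle libraries (SD, n = 4) and 1.98% ± 0.170 in knockout vehicle libraries (SD, n = 4).

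P2ry1, the targeted gene, was read in all 16 libraries. Its level was 94.6 ± 8.56 CPM in wild-type vehicle, 93.1 ± 7.57 in wild-type ivermectin, 84.0 ± 8.98 in knockout vehicle and 85.5 ± 4.94 in knockout ivermectin libraries (SD, n = 4 each). Single wild-type libraries ranged from 85.4 to 106 CPM, and single libraries labelled knockout ranged from 72.8 to 94.8 CPM. The log2 difference between libraries labelled knockout and wild type was -0.17 in vehicle (SE 0.101, edgeR quasi-likelihood adjusted p = 0.246) and -0.11 in ivermectin (SE 0.0927, edgeR quasi-likelihood adjusted p = 0.394). The alternative that moved the vehicle value most, Alb as a covariate, gave -0.41 and an adjusted p of 0.296. The level of P2ry1 transcripts therefore did not separate the genotype labels, and gene-level counts cannot show a small edit of the sequence. Ivermectin changed P2ry1 by -0.03 on the log2 scale in wild type (edgeR adjusted p = 1) and by 0.03 in libraries labelled knockout (edgeR adjusted p = 0.969), and both values changed sign when single libraries were left out: wild type gave 0.03 without wild-type vehicle replicate 2, and knockout gave -0.04 without knockout vehicle replicate 3 and -0.01 without knockout ivermectin replicate 2.

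**Figure D1:**
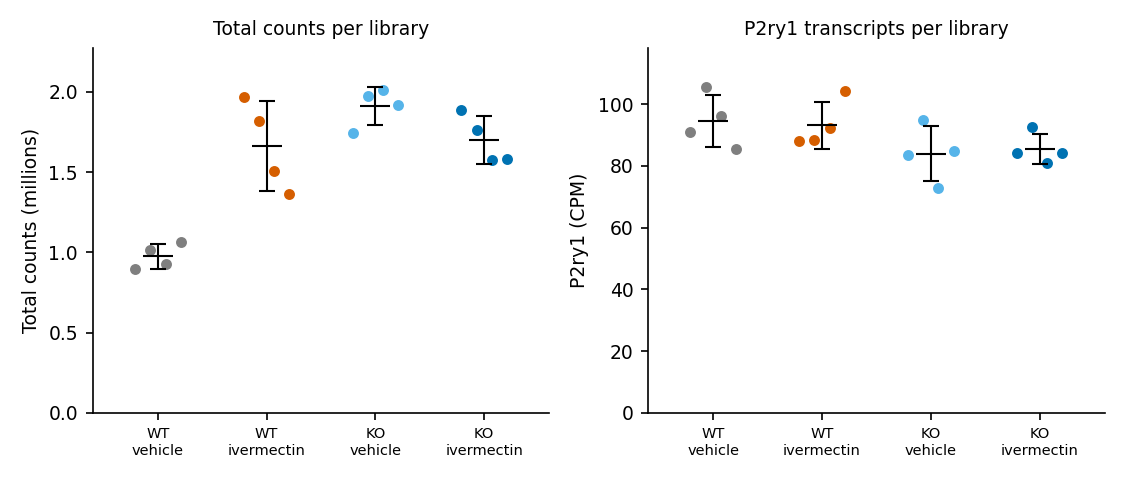
Total counts (left, scaled as the axis states) and P2ry1 in CPM (right) for each library, by group; points are libraries, and the bar and whiskers give the mean and SD of 4 libraries. The 4 wild-type vehicle libraries have the lowest totals, at most 1065003 counts, and P2ry1 overlaps between libraries labelled wild type (WT) and knockout (KO).

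Of 14 purinergic receptor genes in the list set beforehand, 3 passed the count filter: P2ry1, P2rx4 and P2ry6. P2rx4 was at 27.3 ± 3.31 CPM and P2ry6 at 8.69 ± 2.07 CPM in wild-type vehicle libraries (SD, n = 4). Under ivermectin P2rx4 changed by -0.04 in wild type (SE 0.175, edgeR adjusted p = 1) and 0.03 in libraries labelled knockout (SE 0.141, edgeR adjusted p = 0.978). P2ry6 changed by 0.20 (SE 0.316, edgeR adjusted p = 1) and -0.01 (SE 0.243, edgeR adjusted p = 0.996). All 4 of these values were near 0 and changed sign under at least 1 alternative. With 1 library left out, P2rx4 became 0.05 without wild-type vehicle replicate 3 and -0.09 without knockout vehicle replicate 1, and P2ry6 became 0.21 without knockout ivermectin replicate 1. Their differences between the genotype labels in vehicle were 0.20 for P2rx4 (edgeR adjusted p = 0.438) and 0.46 for P2ry6 (edgeR adjusted p = 0.295).

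The first comparison asks which genes ivermectin changed in wild-type cells. Of 10822 genes tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 66 passed an adjusted p of 0.05, 6 higher and 60 lower with ivermectin, and 565 had an unadjusted p under 0.05. The alternatives that moved the count most were Alb as a covariate, which left 1 gene, the largest change as a ratio, and no low-count filter, which gave 140, the largest change in genes. Without wild-type ivermectin replicate 1 the count was 100. Of the 60 lower genes, 51 (85%) are in a list of 104 hepatocyte genes that was chosen after these calls were seen. Of the 103 list genes measured, 9 were at 10 CPM or more in knockout vehicle libraries, 3 of them at 50 CPM or more. The 6 higher genes are all members of the immediate-early list, which was set before the data were examined. This did not hold under every alternative. Without wild-type ivermectin replicate 1, 19 genes were higher, and 10 immediate-early genes passed. Without a low-count filter 23 genes were higher, and 9 immediate-early genes passed.

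The 4 largest rises by the naming rule were Egr1, Fos, Junb and Ier2. Egr1 rose by 1.53 on the log2 scale (SE 0.134, edgeR adjusted p = 2e-09), from 118 ± 27.6 to 342 ± 75.9 CPM (SD, n = 4 each), and was at 188 ± 24.8 and 232 ± 9.28 CPM in knockout vehicle and knockout ivermectin libraries. Fos rose by 1.28 (SE 0.226, edgeR adjusted p = 0.000601), Junb by 0.91 (SE 0.149, edgeR adjusted p = 0.000187) and Ier2 by 0.87 (SE 0.186, edgeR adjusted p = 0.0075). Nr4a1 rose by 0.88 (SE 0.193, edgeR adjusted p = 0.0106) and Btg2 by 0.70 (SE 0.142, edgeR adjusted p = 0.00348). In wild-type ivermectin replicate 1, Nr4a1 was at 57.47 CPM, under wild-type vehicle replicates 1 and 4 (61.82 and 58.51 CPM). Nr4a1 was therefore not among the 4 largest rises by the rule. That library lay just over the highest vehicle value for Fos (46.98 against 43.83 CPM), Ier2 (41.98 against 39.01 CPM) and Btg2 (59.97 against 58.45 CPM). It lay farther above for Egr1 (231.9 against 139.4 CPM) and Junb (107.5 against 86.54 CPM). With Alb as a covariate only Egr1 of the 6 stayed past the threshold. DESeq2 gave an adjusted p of 0.134 for Nr4a1, and with a mean of at least 50 counts it was 0.0784 for Nr4a1 and 0.0562 for Ier2. Btg2 also lost the threshold without wild-type vehicle replicate 4 (adjusted p 0.0654). Nr4a1 also lost it without wild-type vehicle replicate 3 (0.0623), wild-type ivermectin replicate 2 (0.0675) or wild-type ivermectin replicate 4 (0.0589).

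The 4 largest falls were Ces3a, Mup20, Mup3 and Serpina1e, all in the hepatocyte list and all in gene families whose near-identical copies share reads, so their single values are uncertain. Ces3a was at or under 3 counts in each wild-type ivermectin library and was at least 5.98-fold lower there than in wild-type vehicle libraries (edgeR adjusted p = 3.33e-05), or at least 3.72-fold lower without wild-type vehicle replicate 1. The log2 change was -3.19 for Mup20 (SE 0.403, edgeR adjusted p = 2.52e-06), -3.17 for Mup3 (SE 0.388, edgeR adjusted p = 1.88e-06) and -3.16 for Serpina1e (SE 0.426, edgeR adjusted p = 6.24e-06). Alb itself, named outside the rule, was at 579 ± 278 CPM in wild-type vehicle libraries, 101 ± 52.9 in wild-type ivermectin, 38.9 ± 16.1 in knockout vehicle and 68.2 ± 54.2 in knockout ivermectin libraries (SD, n = 4 each). All hepatocyte-list genes together took 0.356% ± 0.131 of the counts in wild-type vehicle libraries and 0.143% ± 0.0195 in wild-type ivermectin libraries (SD, n = 4 each).

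**Figure D2:**
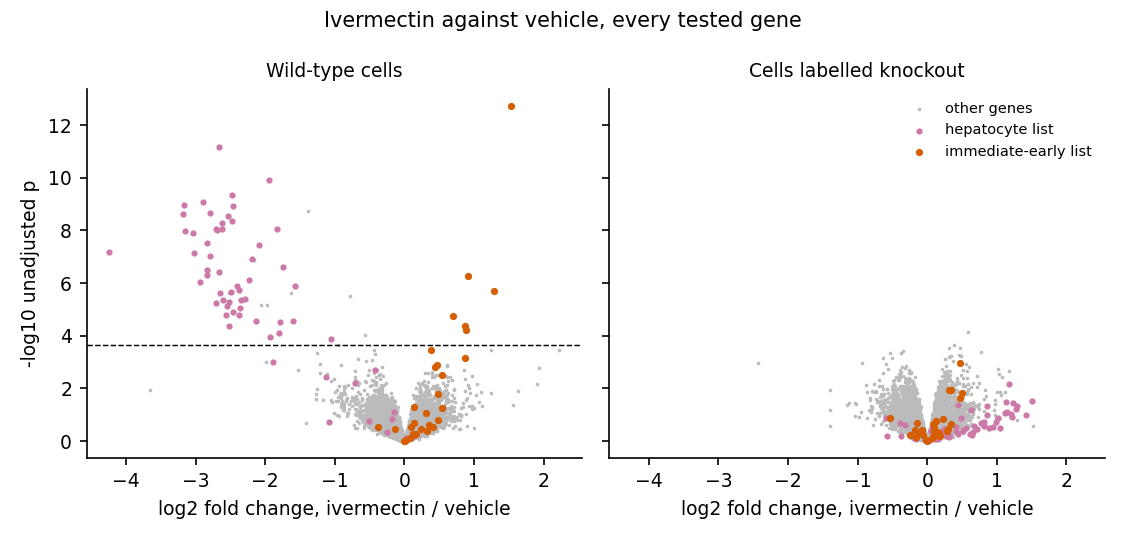
Log2 fold change of ivermectin over vehicle against -log10 of the unadjusted edgeR p for each tested gene, in wild-type cells (left) and in cells labelled knockout (right); the dashed line marks the least significant gene past an adjusted p of 0.05. In wild type 66 genes lie past the line, 51 of them in the hepatocyte list, and in cells labelled knockout 0 genes passed.

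The same comparison in libraries labelled knockout gave 0 genes past the threshold, with 822 genes at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.556. The 822 became 528 without knockout vehicle replicate 2 and 547 without knockout ivermectin replicate 3. Without a low-count filter 23 genes passed. Across the 10822 genes, the fold changes of ivermectin in the 2 genotype labels had a Pearson correlation of -0.115 and a Spearman correlation of 0.066. Genes are not independent replicates, so no p-value is given. Without the hepatocyte list the values were 0.017 and 0.077, and without knockout ivermectin replicate 1 the Pearson value was 0.048.

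Whether the response differed between the genotype labels was tested directly. The interaction passed the threshold for 24 genes, 23 with a higher and 1 with a lower change in libraries labelled knockout (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted), and for 554 at an unadjusted p under 0.05. All 24 had also passed in the wild-type comparison, and 20 of them are in the hepatocyte list. The largest interaction count, 82, came without a low-count filter, and the smallest, 0, with Alb as a covariate, which left 373 genes at an unadjusted p under 0.05. The count was 48 without wild-type ivermectin replicate 1, 14 without wild-type ivermectin replicate 3 and 8 without knockout ivermectin replicate 1. The 4 smallest adjusted p-values were those of Apoa1 (log2 difference 3.83, SE 0.493, edgeR adjusted p = 3.89e-05), Egr1 (-1.22, SE 0.179, 0.000351), Alb (3.34, SE 0.513, 0.000489) and Apoe (2.57, SE 0.398, 0.000489). With Alb as a covariate each of the 4 had an adjusted p of 1.

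**Figure D3:**
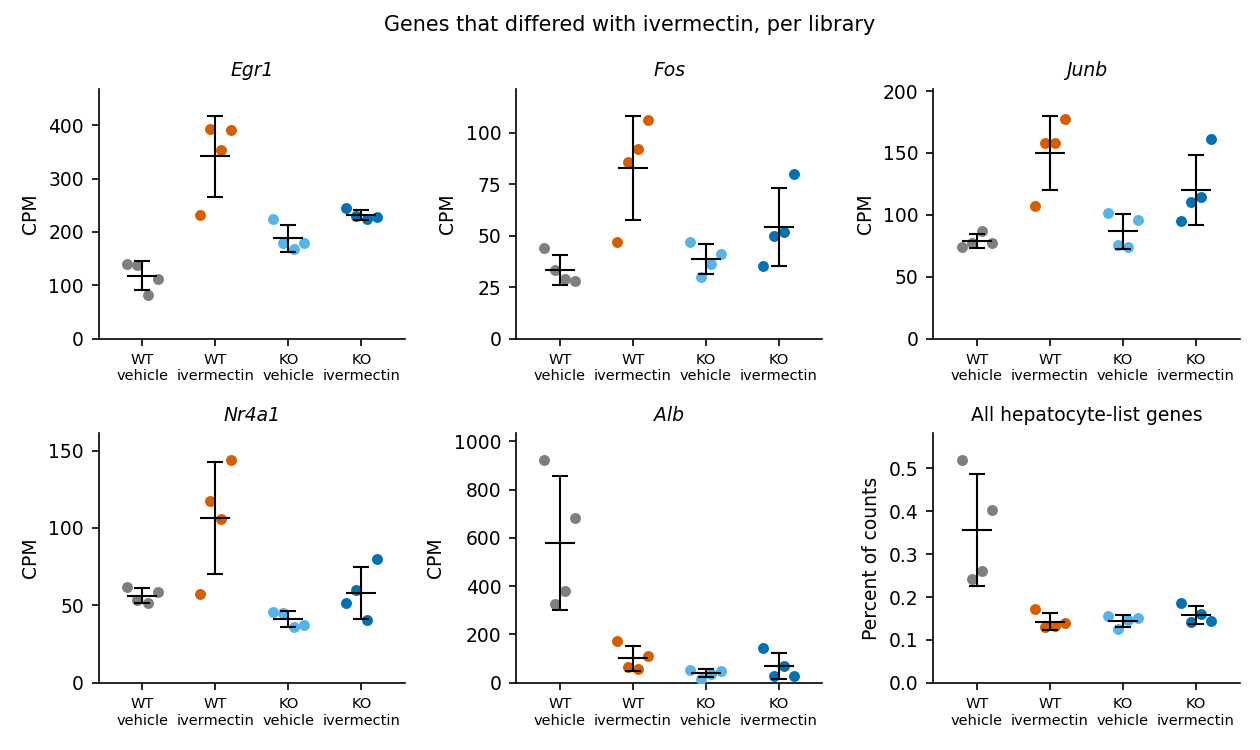
CPM of Egr1, Fos, Junb, Nr4a1 and Alb, and the percent of counts taken by all hepatocyte-list genes, for each library by group; points are libraries, and the bar and whiskers give the mean and SD of 4 libraries. Mean Egr1 is 342 CPM in wild-type ivermectin libraries against 118 CPM in wild-type vehicle libraries, and Alb is highest in wild-type vehicle libraries.

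The 3 lists set beforehand were tested with fry, adjusted over 9 tests. Of 42 immediate-early symbols, 31 were expressed and tested. In wild type 28 of the 31 were higher with ivermectin, with a median log2 change of 0.35 (fry adjusted p = 0.00135), 6 members passed over all genes and 12 passed when adjusted over the list alone. The alternatives run for lists ranged from 2.86e-20 with camera's preset correlation, the largest move as a ratio, to 0.207 with Alb as a covariate, the only one of them that lost the threshold. In libraries labelled knockout 20 of 31 were higher, with a median of 0.09 (fry adjusted p = 0.569), 0 members passed over all genes and 1 passed when adjusted over the list alone. The difference between the genotype labels for this list, a test added after those results, had a limma fry p of 0.0209 and an adjusted value of 0.0628 over 3 lists, with 26 of 31 members responding less in libraries labelled knockout and a median log2 difference of -0.26. It did not pass the threshold. For the β-cell list (37 of 39 symbols tested), fry adjusted p was 0.569 for ivermectin in wild type and 0.674 in libraries labelled knockout, and for the clock list (19 of 24 symbols tested) it was 0.569 and 0.71. The genotype difference in the ivermectin response had an adjusted p of 0.879 for both of these lists. For ivermectin in wild type and in libraries labelled knockout, 0 members of either list passed the threshold over all genes or adjusted over the list alone.

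The remaining comparisons ask how the line labelled knockout differed from wild type. In vehicle libraries 2245 genes passed the threshold, 1071 higher and 1174 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted). In ivermectin libraries 3011 passed, 1511 higher and 1500 lower. The alternative that moved the vehicle count most was Alb as a covariate (401), and a 1.5-fold threshold left 852 and 940 genes. Of the 2245 genes, 1634 also passed in ivermectin libraries, 1629 of them in the same direction. Across genes the fold changes in vehicle and in ivermectin had a Pearson correlation of 0.719 and a Spearman correlation of 0.71.

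Among the largest rises in the libraries labelled knockout, in vehicle, were Tbx15, Renbp and Fgf13. Renbp rose by 3.33 on the log2 scale (SE 0.185, edgeR adjusted p = 3.8e-16), from 8.15 ± 2.46 to 82.3 ± 9.03 CPM (SD, n = 4 each). Tbx15 went from 0.929 ± 1.86 to 17.3 ± 1.81 CPM (edgeR adjusted p = 1.92e-07), with counts of 0, 0, 0 and 4 in the wild-type vehicle libraries. Fgf13 was at least 1.9-fold higher (edgeR adjusted p = 0.00097). The 4 largest falls were Pdyn, Nkx2-4, Fxyd6 and Serpina3k. Pdyn had 0 counts in each knockout vehicle library and was at least 10-fold lower (edgeR adjusted p = 1.64e-09), Nkx2-4 was at least 6.49-fold lower (edgeR adjusted p = 1.32e-08) and Fxyd6 at least 7.88-fold lower (edgeR adjusted p = 1.27e-09). Serpina3k, a hepatocyte-list gene, fell by 4.82 (SE 0.439, edgeR adjusted p = 1.47e-10). With Alb as a covariate Fgf13 and Serpina3k lost the threshold (edgeR adjusted p = 0.205 and 0.521), and Tbx15, Renbp, Pdyn, Nkx2-4 and Fxyd6 kept it.

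In the same vehicle comparison 23 of 37 β-cell genes were lower, with a median of -0.05 (fry adjusted p = 0.000345), 12 passed over all genes and 17 when adjusted over the list alone. Chgb fell by 0.81 (SE 0.0515, edgeR adjusted p = 1.45e-14), from 1221 ± 60.6 to 696 ± 25.8 CPM (SD, n = 4 each), and Iapp rose by 0.39 (SE 0.0516, edgeR adjusted p = 4.18e-07). Of 19 clock genes 16 were lower, with a median of -0.22 (fry adjusted p = 7.73e-05), and 4 passed both over all genes and when adjusted over the list alone, among them Arntl (-1.03), Hlf (-1.20) and Per2 (-0.86). With Alb as a covariate Chgb and Iapp kept the threshold, and Arntl, Hlf and Per2 lost it. Arntl also did not pass after every library was thinned to the smallest total (edgeR adjusted p = 0.0536). Of the immediate-early list, 15 of 31 genes were higher, with a median of -0.02 (fry adjusted p = 0.954), 5 passed over all genes and 3 when adjusted over the list alone. Camera with its preset correlation called the immediate-early list in wild type (2.86e-20) and in libraries labelled knockout (0.0398) and the clock list in the genotype comparison (0.0231). The first and the third of these held under fry. The β-cell list held under fry alone, with 0.102 under camera's preset correlation and 0.19 under an estimated one, and the clock list had 0.07 under the estimated correlation.

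**Figure D4:**
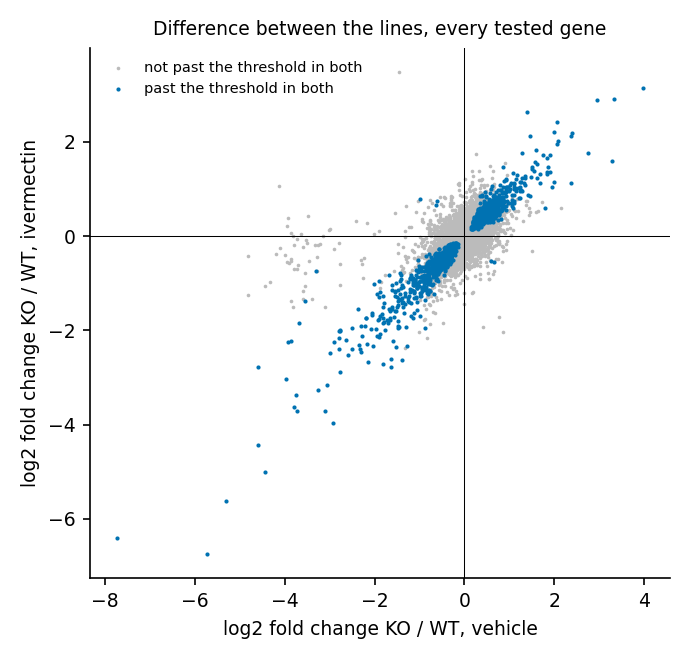
Log2 fold change of libraries labelled knockout (KO) over wild type (WT) in vehicle (horizontal) and in ivermectin (vertical) for each tested gene; 1634 genes past an adjusted p of 0.05 in both comparisons are blue. The fold changes have a Pearson correlation of 0.719 across genes, and the hepatocyte list had 60 genes past the threshold in vehicle and 8 in ivermectin.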

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

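Every test in this part of why a value stood out was chosen after the result was seen, except the interaction test and the test of other splits of the libraries, which were set before the data were examined.

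Of 260 groups of 4 values examined (6 measures of the libraries and the named genes), 23 held a library far from the other 3, and chance alone gives about 13. Values of genes in 1 library are not independent, so the excess over 13 is not by itself a sign of anything beyond chance.

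Rn45s, a ribosomal RNA precursor, took 2.986% of the counts in wild-type ivermectin replicate 4 (95% Wilson interval 2.957 to 3.014%) and between 0.1426 and 0.1668% in the other 3 libraries of the group. In knockout ivermectin replicate 4 it took 0.3668% (95% Wilson interval 0.3575 to 0.3764%), against 0.1458 to 0.1814% in the other 3. Knockout vehicle replicate 4, not among the values flagged as far from their group, had a larger share of 0.6013% (95% Wilson interval 0.5904 to 0.6123%). The rest of its group lay between 0.2053 and 0.2824%. In the wild-type vehicle group the highest share was in replicate 1 (0.2656%), with 0.2039% in replicate 4. The depth of wild-type ivermectin replicate 4 does not account for its value, since its total was 0.771 of the mean of the other 3 while its Rn45s share was 19.4-fold theirs. Carry-over of RNA without a poly(A) tail may be the cause and cannot be told apart from other causes. The median log2 ratio of 7 transcripts listed as without a tail was 0.30 (5 of 7 higher). Rmrp and Rpph1 had log2 ratios of 2.78 and 2.24, and the 5 histone transcripts lay between -0.13 and 0.75. Whether those histone transcripts lacked a tail was not tested, so the median cannot decide. Lars2 was at 1480 CPM in that library and at 93.6 to 127 CPM in the other 3. Leaving out Rn45s and Lars2 gave 67 genes for ivermectin in wild type in place of 66, the 66 included. No biological explanation was tested, since the design names none for a single library. The lowest number of genes with a count in the wild-type ivermectin group was 14144 in replicate 2, against 14257 to 14278 in the other 3, and was not tested further.

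Wild-type ivermectin replicate 1 had the lowest Btg2 of its group (59.97 CPM, the other 3 between 82.86 and 86.04 CPM). It also had the lowest Egr1 (231.9 CPM) and the highest Alb (171.9 CPM) of the 4, so on both measures it lay nearest to the wild-type vehicle libraries. Without it, 100 genes passed for ivermectin in wild type and 48 for the interaction. A property of the libraries that goes with the hepatocyte signal might lower the immediate-early genes, but within groups the correlation of Alb with the immediate-early score over 16 libraries was -0.395 (permutation p = 0.176, adjusted p = 0.234 over 4 relations; Spearman -0.388, permutation p = 0.185), -0.416 without the 2 farthest libraries. With so few libraries this cannot be told apart from an effect of the drug that was weaker in that library.

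Among the other immediate-early genes, Arc was highest in wild-type ivermectin replicate 3 (14.58 CPM), as was Klf6 (82.86 CPM). Dusp1 was highest in wild-type vehicle replicate 1 (58.45 CPM) and in knockout ivermectin replicate 4 (58.87 CPM), Fosl2 was highest in knockout ivermectin replicate 2 (30.27 CPM) and Ier2 was lowest in wild-type vehicle replicate 2 (34.23 CPM). Without wild-type ivermectin replicate 3, the difference of Arc between libraries labelled knockout and wild type in ivermectin lost the threshold (adjusted p 0.111 in place of 0.0126). Among β-cell genes, Abcc8 was lowest in wild-type vehicle replicate 1 (583.3 CPM), Pcsk1 was lowest in wild-type vehicle replicate 3 (542.7 CPM) and Syt7 was highest in knockout ivermectin replicate 2 (50.26 CPM). Meg3 was highest in wild-type vehicle replicate 1 (519.3 CPM, the other 3 between 465.8 and 474.3 CPM). These values were spread over several libraries and were not tested further.

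Fxyd6 in knockout ivermectin replicate 3 (0.6533 CPM), Nkx2-4 in knockout vehicle replicate 2 (0.5015 CPM) and Pdyn in knockout ivermectin replicate 4 (0.6469 CPM) each rest on 1 count where the other 3 libraries had 0. Tbx15 in wild-type vehicle replicate 4 (3.715 CPM) rests on 4 counts where the other 3 had 0. Such values are within what a count of 0 allows, or close to it.

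Hepatocyte-list genes varied between replicates. Ces3a was highest in wild-type vehicle replicate 1 (28.1 CPM), in knockout vehicle replicate 4 (1.059 CPM) and in knockout ivermectin replicate 1 (3.217 CPM), and Mup3 (8.042 CPM) and Serpina1e (10.19 CPM) were also highest in knockout ivermectin replicate 1. That library had the highest Alb of its group too (143.7 CPM). A changing amount of hepatocyte RNA or reads in each library could give this, and it was tested outside the wild-type vehicle group: within groups, Alb and the mean of the other hepatocyte genes had a Pearson correlation of 0.932 over 12 libraries (permutation p = 0.00124, adjusted p = 0.00248; Spearman 0.867, permutation p = 0.00328), and 0.904 without the 2 farthest libraries. The ivermectin label cannot account for a relation within groups, although a shared control of these genes inside the cells would give it as well.

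The interaction passed the threshold for 24 genes, among them Apoa1 (3.83), Alb (3.34), Apoe (2.57) and Egr1 (-1.22). Of 100 splits drawn, in which treatment labels were exchanged within each genotype label, only 1, the labelled one, gave as many genes, and the largest count among the others was 4. At an unadjusted p under 0.05, 25 of 100 splits gave as many. The splits exchange treatment within both genotype labels at once. They therefore cannot tell a drug response from a property of the wild-type vehicle libraries. Hepatocyte-list genes made up 20 of the 24. Their values were highest in wild-type vehicle libraries, and a candidate explanation is hepatocyte RNA or reads in those libraries, weighed with its tests (0.932 within groups, and 49 of 51 members past no threshold higher in wild-type vehicle) under the other observations. Depth differences do not account for the 24 as a whole, since 11 genes, all among the 24, still passed after every library was thinned to the smallest total, Egr1 among them. Egr1 lost its interaction call with Alb as a covariate (-1.12 with an adjusted p of 1). That covariate is confounded with the groups, which explained 80.7% of the variance of Alb, and it raised the median standard error of the interaction 1.45-fold, so it cannot decide. Egr1 kept its interaction call in each of the fits that left out 1 library. A different response to ivermectin in the line labelled knockout stays open for Egr1 as a hypothesis, and for the immediate-early list the genotype difference did not pass (adjusted p 0.0628). Each genotype label stands for 1 line, so an effect of the knockout it names cannot be told apart from any other difference between the lines. P2ry1 transcript levels did not separate the labels, so these counts do not show that the receptor was missing.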

How the results depend on the processing

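Alb as a covariate, the hepatocyte list left out, Rn45s and Lars2 left out, thinning to the smallest total, whole reads recovered and the GC and length offset were chosen after the results were seen; the other alternatives were not.

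The count for ivermectin in wild type (66) stayed within 1.5-fold under DESeq2 (63, 54 of them shared), other scaling factors, the 8 libraries compared, the deposited counts, length offsets and a 1.5-fold threshold. It was 140 without a low-count filter and 7 with a mean of at least 50 counts, as these settings test more or fewer weakly expressed genes (66 of the 140 and 2 of the 7 were hepatocyte-list genes), and 14 with that list left out. It was 43 after thinning, which leaves fewer reads, and 1 with Alb as a covariate. Across the 8 fits that each left out 1 library it ranged from 56 to 100, and 100 was the value without wild-type ivermectin replicate 1. In libraries labelled knockout the count was 0 (822 at an unadjusted p under 0.05) except without a filter (23), and 0 in all 8 fits that left out a library, where the number at an unadjusted p under 0.05 ranged from 528 (without knockout vehicle replicate 2) to 1077 (without knockout ivermectin replicate 2). That number was 377 under DESeq2 and 1117 without a filter.

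The genotype count in vehicle (2245) was 401 with Alb as a covariate and 852 with a 1.5-fold threshold, and ranged from 1846 to 2335 when 1 library was left out. In ivermectin (3011) it was 2010 under DESeq2, close to 1.5-fold fewer, 1864 after thinning, where fewer reads remain, and 940 with a 1.5-fold threshold, and ranged from 2430 to 2928. The interaction (24) gave 82 without a filter, 4 with a mean of at least 50 counts, 2 with the hepatocyte list left out, 11 after thinning and 0 with Alb as a covariate (373 at an unadjusted p under 0.05). When 1 library was left out it ranged from 8 (without knockout ivermectin replicate 1) to 48 (without wild-type ivermectin replicate 1), with 14 without wild-type ivermectin replicate 3. The cause of the changes with a covariate or a left-out library was not tested. The Alb covariate raised the median standard error 1.5-fold for ivermectin in wild type and 2.02-fold for the genotype comparison in vehicle, since groups explained 80.7% of the variance of Alb.

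Over all genes, same-numbered libraries showed little sign of pairing: of 16 correlations between pairs of same-numbered libraries, from -0.05 to 0.145, 2 were over 0.1. Differently numbered pairs were not compared. The hepatocyte-list share of counts was highest in replicate 1 of every group. It was 0.5198% there in wild-type vehicle, 0.1713% in wild-type ivermectin, 0.1556% in knockout vehicle and 0.1869% in knockout ivermectin. A link by number in those genes therefore stays open. With a replicate block the interaction gave 47 genes, including the 24, and the other counts were 72, 0 (878 at an unadjusted p under 0.05), 2281 and 3045. The replicate block also took Sik1 in the vehicle genotype comparison over the threshold (adjusted p 0.0547) and changed no other call of a named gene or a list.

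The P2ry1 difference in vehicle ranged from -0.41 to -0.05 over the alternatives and from -0.24 to -0.10 when 1 library was left out, never past the threshold. The correlation of the ivermectin responses was 0 without a filter, 0.088 with a mean of at least 50 counts, 0.025 from the 8 libraries compared, 0.016 with the hepatocyte list left out and -0.053 after thinning, and ranged from -0.161 to 0.048 (without knockout ivermectin replicate 1) when 1 library was left out. The cause was not tested beyond the hepatocyte list.

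The list tests were run under camera, the 2 other filters, a replicate block, the deposited counts, Alb as a covariate and left-out libraries. Under these, the immediate-early test in wild type was 0.207 with Alb as a covariate and otherwise past the threshold (3.91e-05 to 0.00757 with 1 library left out). In libraries labelled knockout it was 0.0398 under camera's preset correlation, and 0.511 to 0.886 with 1 library left out. The β-cell list in the vehicle genotype comparison was 0.102 under camera's preset and 0.19 under its estimated correlation and 0.08 with Alb as a covariate (0.000438 to 0.00285 with 1 library left out). The clock list there was 0.07 under the estimated correlation (0.000105 to 0.000715 with 1 library left out). The other list tests kept their side of the threshold in the alternatives run for lists: with 1 library left out, β-cell 0.341 to 0.922 and clock 0.257 to 0.838 for ivermectin in wild type, 0.522 to 0.995 and 0.511 to 0.94 in libraries labelled knockout, and immediate-early 0.812 to 0.995 for genotype.

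Changes of sign were seen for values near 0. For ivermectin in wild type, P2rx4 was 0.02 with Alb as a covariate, 0.05 without wild-type vehicle replicate 3 and 0 without wild-type ivermectin replicate 2. P2ry1 was 0.03 without wild-type vehicle replicate 2, and P2ry6 was -0.04 with Alb as a covariate and -0.08 after thinning. In libraries labelled knockout, P2rx4 was 0 with the GC and length offset and ranged from -0.09 (without knockout vehicle replicate 1) to 0.14 with 1 library left out. P2ry1 was -0.13 after thinning and ranged from -0.04 (without knockout vehicle replicate 3) to 0.09, with -0.01 without knockout ivermectin replicate 2. P2ry6 was 0.04 with Alb as a covariate and 0.38 after thinning, and ranged from -0.20 to 0.21 (without knockout ivermectin replicate 1), with 0.01 and 0.13 without knockout vehicle replicates 3 and 4. For the interaction, P2ry1 was -0.10 after thinning and 0 without wild-type vehicle replicate 2 or knockout vehicle replicate 3, and Alb was -0.01 with itself as the covariate, by construction. Of 85 values of named genes, 29 kept their side and direction in all alternatives that could be run for them and left no library out. The other 56 changed under at least 1: 81 changes lost the threshold, 9 reversed and 0 gained it. Leaving out 1 library changed 27 of the 85, with 68 losses and 11 reversals. The losses included Btg2 and Nr4a1 for ivermectin in wild type, Btg1, G6pc2, Klf6, Pcsk1 and Sik1 for genotype in vehicle, and Arc, Cacna1d, Fos, Glp1r, Klf4, Klf6, Maff, Neurod1, Nkx6-1, Nr1d2, Tef and Vamp2 for genotype in ivermectin.

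Depth limits weakly expressed genes most: with totals from 893288 to 2013475, a count of 0 allows up to 1.49 to 3.36 CPM.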

Other observations

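The tests of tissue lists, chromosomes, neighbouring genes and shared properties of genes in this part were chosen only after the result was seen, and so were the lists of tissue genes; the label for the mixture of tissues was also made stricter, to a majority of lists, after its value was known. The counts of other splits of the libraries were set before the data were examined.

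The higher hepatocyte transcripts of the wild-type vehicle libraries were examined as a set. In ivermectin against vehicle in wild type, 60 of 62 tested members were lower, with a median log2 change of -2.46, also with 2 members at their bound. Of the 35 splits of those 8 libraries into 4 and 4, only 1, the labelled one, gave as many genes past the threshold, and the largest other count was 37. At an unadjusted p under 0.05, 10 of 35 gave as many. Shallower sequencing of wild-type vehicle libraries does not account for the pattern, as the median was -2.44 after thinning to one total (-2.38 with 1 member at its bound). Taking out trends with GC content, length and expression left -2.23, and 38 of 48 members outside gene families with near-identical copies passed on their own. Those tests speak against depth, base composition and shared reads as the whole cause.

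RNA or reads of hepatocytes in the libraries are a candidate explanation. Among 51 members past no threshold that differed, 49 were higher in wild-type vehicle libraries. Random lists matched on expression had a median of 27 and a highest value of 39 (permutation p = 1e-04, the smallest that 10000 random lists can give). The correlation of Alb with the other members within groups outside wild-type vehicle was 0.932. The most abundant members that passed the threshold were Alb at 581, Apoe at 190, Trf at 122 and Apoa1 at 77.8 CPM in wild-type vehicle libraries, against 101, 48.4, 20.9 and 11.8 CPM in wild-type ivermectin libraries. Ttr (603 against 606 CPM), Adh1 (207 against 184 CPM), Rbp4 (83.8 against 62.1 CPM) and Ambp (82.2 against 71.3 CPM), each more abundant than Apoa1, differed less and did not pass. Among the 103 list genes measured, 3 were at 50 CPM or more and 9 at 10 CPM or more in knockout vehicle libraries, so the cells express some members themselves. A response to ivermectin stays open for the wild-type line only, since in libraries labelled knockout the list did not fall with the drug (median 0.46, 11 of 62 members lower). The same list was lower in knockout vehicle than in wild-type vehicle libraries with no drug in either, by a median of -3.50 (-3.16 with 10 members at their bound), which may be an effect of the genotype label instead. With a full stop of synthesis, the median fall within 30 min would need a half-life of 12.2 min. No value here excludes a response of wild-type cells, so it cannot be told apart from RNA that entered the wild-type vehicle libraries.

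Other tissues were looked for in the same libraries. A list of 40 skeletal muscle genes summed to 69.2 ± 7.63 CPM in the 4 wild-type vehicle libraries and 44.7 ± 10.5 CPM in the other 12 (exact two-sided permutation p = 0.0011). The 12 mix both genotype labels. Wild-type ivermectin libraries alone were at 49.5 ± 15.6 CPM (SD, n = 4). Their highest value, 69.5 CPM, lay inside the wild-type vehicle range of 58.2 to 75.9 CPM. Of the list's most abundant members, Myh4 was at 5.27 against 0.466 CPM, Ckm at 4.37 against 0.846 CPM and Acta1 at 5.49 against 2.43 CPM, while Cox6a2 was at 9.49 against 10.5 CPM and Jph1 at 4.87 against 9.19 CPM. RNA or reads of skeletal muscle may therefore be present too, as a hypothesis, but within groups Alb and the muscle list had a correlation of 0.136 (permutation p = 0.652; Spearman 0.159, permutation p = 0.599), and 0.38 without the 2 farthest libraries. Of 10 lists of other tissues, 3 were higher in wild-type vehicle libraries after adjustment: erythroid (adjusted p 0.0412), intestine (0.011) and adipose (0.0495). Kidney, immune, lung and testis were also higher but did not pass (0.0845 each). Exocrine pancreas was lower (0.0495), and so were heart muscle (0.129) and skin (0.64), which did not pass, all by exact permutation. With 7 of the 10 lists higher and 3 lower, a mixture of tissues cannot be told apart from single sources or from differences of the cells.

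The rise of the immediate-early genes in wild type was set against the same alternatives. Thinning to one total left an adjusted p of 0.0018 with 22 of 26 members higher, and taking out trends with GC content and length left a median of 0.39. Dilution by hepatocyte RNA would have to take 21.4% of the counts, and the list took at most 0.52% (95% Wilson interval 0.5051 to 0.5349%). The reads of the list genes alone are thus too few. The share of all hepatocyte RNA was not measured. Dilution by it would lower all transcripts of the cells alike in wild-type vehicle libraries. The β-cell list should then rise with ivermectin by the immediate-early median of 0.35. That list had a median log2 change of -0.02 in wild type, with 15 of 37 members higher, which argues against dilution. The values of this paragraph speak against depth, base composition and dilution as the whole cause. A property of the libraries that goes with the hepatocyte signal (within-group correlation -0.395) cannot be told apart from a drug response. A response of wild-type cells to ivermectin is thus a hypothesis that stays open along with that property.

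For libraries labelled knockout, 6 of 35 splits gave at least as many genes at an unadjusted p under 0.05 as ivermectin against vehicle (822), so that number is no larger than chance gives. For the genotype comparisons, 1 of 35 splits, the labelled one, gave as many genes in vehicle (largest other count 5) and 1 of 35 in ivermectin (largest other count 94).

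The genotype differences were not spread evenly over chromosomes. The median log2 difference of a chromosome's genes stood apart from the rest on 11 of 20 chromosomes in vehicle libraries and 15 in ivermectin libraries, 11 in both, and on 0 for ivermectin in either genotype label, where the smallest adjusted p was 0.18. The test shuffles genes and treats neighbours as independent. Chromosome 16 shifted by -0.24 in vehicle and -0.22 in ivermectin, and chromosome 11 by 0.22 and 0.23, where 78.2% of genes were higher. Over the chromosomes, the shifts in the separate vehicle and ivermectin libraries had a Pearson correlation of 0.986 and a Spearman correlation of 0.967 (permutation p = 1e-05, the smallest that the permutations can give), which speaks against chance between libraries. All 11 shared chromosomes kept most of their shift after trends with GC content, length and expression were taken out (11 of 11), and on 11 of 11 the genes past no threshold shifted the same way, so neither these trends nor a few strongly changed genes account for it. On 9 of the 11, all 4 equal stretches of the chromosome shifted the same way, which leaves a difference in chromosome copies between the lines open as a hypothesis. That count rests on sign alone. The stretches lay between 0.2 and 0.24 on chromosome 11 and between -0.28 and -0.22 on chromosome 16. On chromosome 7 the first stretch shifted by 0.18 and the rest by 0.02 to 0.04. Chromosome 1 shifted by only 0.03 in vehicle libraries. Chromosome 3, which carries P2ry1, shifted by 0.03 in vehicle libraries (adjusted p 0.15) and by 0.04 in ivermectin libraries (adjusted p 0.021), on different sides of the threshold, so a rearrangement of that chromosome cannot be told apart from other sources. The labels name 1 line of each genotype, so an effect of the knockout they name cannot be told apart from a difference between lines that arose for other reasons.

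Meg3, Rian and Mirg, 3 neighbouring genes chosen after their values were seen, differed by -3.07, -3.27 and -2.77 between the genotype labels in vehicle, with Meg3 at 483 CPM in wild-type and 57.9 CPM in knockout vehicle libraries. The 5 tested genes on either side had a median of -0.14, which speaks against the loss of a longer stretch of the chromosome, and the 3 genes kept a median of -3.09 after trends with GC content and length were taken out. A change in how the locus is read may be behind it and was not tested. Dlk1, the nearest tested gene before Meg3, differed by -0.58.

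The 2 deposited matrices of human islet cells, one named for donors without diabetes and one for donors with type 2 diabetes, were identical byte for byte, and all 1081 cell columns matched cells of donors without diabetes in the deposited sample sheet. No value of these files was used here.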
